A study of Gallus gallus and Bos taurus and Sus scrofa with 48 samples. Its data were reported in "Functional annotations of three domestic animal genomes provide vital resources for comparative and agricultural research" (2021).

How the data were processed

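Peak lists of chromatin immunoprecipitation sequencing for H3K4me1 were analysed for 8 tissues of chicken, pig and cattle. There was 1 list for each of the 2 adult males per species and tissue, in 48 libraries. According to the authors' methods, reads were trimmed with Trim Galore and aligned with BWA mem to galGal6, Sscrofa11.1 or ARS-UCD1.2. Alignments of low mapping quality were removed with SAMtools and duplicates with Picard. Peaks were called with MACS2, with a list for each library on its own, and an input without antibody was prepared for each sample. All libraries were made with the same antibody lot, and the labels give no batch.

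The deposited lists give the chromosome, start and end of each peak, with starts counted from 0, and coordinates are printed here counted from 1. In the deposited lists the score is 10 times the −log10 q of a peak, cut to a whole number, and it differed from that rule in 56 peaks. The deposited ratio is the fold enrichment of the precipitate over the local background. The significance columns written by the authors' peak caller hold the −log10 p and the −log10 q of each peak. The chicken lists had 9 columns, the layout that MACS2 writes for broad peaks, with a lowest −log10 q of 1.00 to 1.01, and the pig and cattle lists had 10, the layout for narrow peaks, with a lowest value of 2.00 or more. The authors' methods state a single q cutoff for this mark and list other marks as called in broad mode. The pig and cattle lists have the stated cutoff, whereas the layout and the lowest q of the chicken lists differ from the stated methods, and which settings were used for chicken is not known. The values per peak are the authors' own and were used only to describe, rank or filter peaks within a list. The stricter cutoff was the same for all lists. Whether a −log10 q means the same in both layouts is not known, so that cutoff may be unlike in chicken and the mammals. The lists hold no read counts and no signal outside peaks, counts of sequenced reads were not used here, peak number was not corrected for depth, and the precision of each value was taken from the spread between the 2 animals or the 8 tissues.

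Analyses were run in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with Matplotlib 3.10.9. Peaks of a list were merged where they overlapped before covered length was summed. Chromosome lengths were taken as the end of the last peak in any library of the species, since no genome sequence was used. Similarity of lists was the Pearson correlation of the covered share of consecutive 1000 bp bins over all bins, those without a peak included. A region of a tissue was a merged stretch holding peaks of both animals with an overlap of at least 1 bp, and regions were then merged across tissues. Peak density was peaks per Mb, and autosomes were the numbered chromosomes.

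Libraries were grouped by species and tissue as labelled, and the values of the 2 animals were averaged per tissue. Ratios between species and between sex chromosome and autosomes were log2 ratios of these means. Tests within a species used the log2 peak number of each library. Species were compared in a pairwise manner over the 8 tissues with a two-sided sign-flip test over 256 sign patterns. Tissue differences in peak number were tested by 100000 permutations of the tissue labels, one-sided. The 3 brain tissues were compared with the other 5 over all 56 choices of 3 tissues, two-sided for peak number and one-sided for similarity. Concordance of animals was tested over all 40320 matchings of tissues, one-sided. Correlations with the log10 of chromosome length were tested with 100000 permutations, two-sided. In each family, p-values were adjusted over the 3 species or the 3 species pairs by the Benjamini-Hochberg method, with a threshold of 0.05. Tissues of the same animals are not independent of each other, and the sign-flip tests speak for these tissues and animals, not for a wider population of animals.

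The animal was shared by all tissues of a species, and this pairing was checked. The mean correlation between tissues of the difference between the 2 animals was 0.0165 in chicken, −0.0142 in pig and −0.00356 in cattle over 28 pairs of tissues. It ranged from −0.140 to 0.633 in chicken, from −0.234 to 0.284 in pig and from −0.0431 to 0.0255 in cattle. The second animal had a mean log2 ratio of peak number to the first of 0.11 in chicken (exact sign-flip p = 0.367), 0.28 in pig (exact sign-flip p = 0.219) and −0.59 in cattle (exact sign-flip p = 0.469). The animal as a block was run as an alternative.

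Tests, groupings, 51 alternatives and the rule for named regions were chosen before the data were examined. The alternatives included a threshold of −log10 q of 5 or more, the 20000 peaks of highest −log10 q per list, autosomes alone, covered length in place of peak number, a Jaccard index, bins with a peak in at least 1 library, a reciprocal overlap of 50%, 1000 bp bins covered to a share of at least 0.5, and leaving out animals or libraries. A further 5 alternatives were added after the data were seen: joining peaks within 1000 bp in the 3 comparisons of species, and a stricter threshold and a left-out library for the widest stretch. Regions named in the text were the widest stretch covered in all 16 libraries of a species, and the region with the highest mean percentile of −log10 q among those found in both animals in liver, or in skeletal muscle, and in no library of another tissue. The position of regions relative to transcription starts and the coverage of marker genes had been chosen in advance and were not run, because no gene annotation of the builds was used here. Named genes are therefore not reported.

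The code was tested on simulated data before use. Interval lengths and overlaps were checked against bedtools v2.31.1 on random intervals. With 30000 simulated regions and no peaks lost, the known shares of 40.3% in 1 tissue and 10.1% in all 8 were returned as 40.3% and 10.1%. With 30% of the simulated peaks lost at random, they were returned as 42.7% and 0.0445% in this simulation. Concordance found 8 of 8 tissues among 119998 simulated items with 30% lost. Among 1000 simulated sets without an effect, 4.8% of sign-flip tests and 3.7% of brain contrasts fell at or under the threshold, where 5% is the nominal rate.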

Results

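Genome-wide peak lists of H3K4me1, a histone mark found at enhancers and beside promoters, were examined in chicken, pig and cattle. Each species was represented by 8 tissues of 2 adult males, which gave 48 libraries from 6 animals, with n = 2 in each of 24 groups of species and tissue. The tissues were adipose, cerebellum, cerebral cortex, hypothalamus, liver, lung, skeletal muscle and spleen. The lists held 3388429 peaks in total, of which 866238 were from chicken, 1843939 from pig and 678252 from cattle. The peak lists hold no read counts, and counts of sequenced reads were not used here, so differences in sequencing depth between libraries were not separated from differences in the mark. The study's supplement lists reads and quality measures for each library, so depth and enrichment could be checked there. The chicken lists had 9 columns, without a summit position, and the pig and cattle lists had 10. The lowest −log10 q of a list lay between 1.00 and 1.01 in chicken, between 2.00 and 2.12 in pig and between 2.00 and 2.19 in cattle. In every comparison of chicken with a mammal, species therefore cannot be told apart from the layout and threshold of the lists. Peaks with a −log10 q of 5 or more made up between 0.0708% and 44.8% of a chicken list, between 58.4% and 82.5% of a pig list and between 53.6% and 98.5% of a cattle list.

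The number of peaks per library ranged from 27931 (spleen A) to 76211 (cerebellum A) in chicken and from 49040 (lung P348) to 171388 (cerebral cortex P350) in pig. In cattle it ranged from 1950 (cerebral cortex M22) to 93387 (lung M08). The chicken means were 72374 ± 5426 peaks (SD, n = 2) in cerebellum, 66734.5 ± 3985 in cerebral cortex, 66535 ± 6565 in hypothalamus and 56657 ± 17047 in adipose. They were 50192 ± 3287 in chicken liver, 46788.5 ± 2205 in skeletal muscle, 40792 ± 1133 in lung and 33046 ± 7234 in spleen. The pig means were 147640 ± 33585 (SD, n = 2) in cerebral cortex, 134142 ± 35769 in hypothalamus, 133224 ± 36666 in adipose and 132032 ± 28831 in cerebellum. They were 117686 ± 11042 in pig liver, 93400.5 ± 62735 in lung, 90367 ± 20601 in skeletal muscle and 73477 ± 3140 in spleen. In cattle the means were 90920 ± 3489 (SD, n = 2) in lung, 64422.5 ± 11322 in spleen, 53244.5 ± 17069 in adipose and 51097.5 ± 7513 in liver. They were 30394 ± 3633 in cattle cerebellum, 25125.5 ± 2648 in skeletal muscle, 13940.5 ± 14728 in hypothalamus and 9981.5 ± 11358 in cerebral cortex. The cattle hypothalamus lists held 24355 peaks in M08 and 3526 in M22, and the cattle cerebral cortex lists held 18013 and 1950 peaks in the same order. The largest ratio between the 2 animals of a group was 1.54 in chicken (adipose), 2.81 in pig (lung) and 9.24 in cattle (cerebral cortex).

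**Figure D1:**
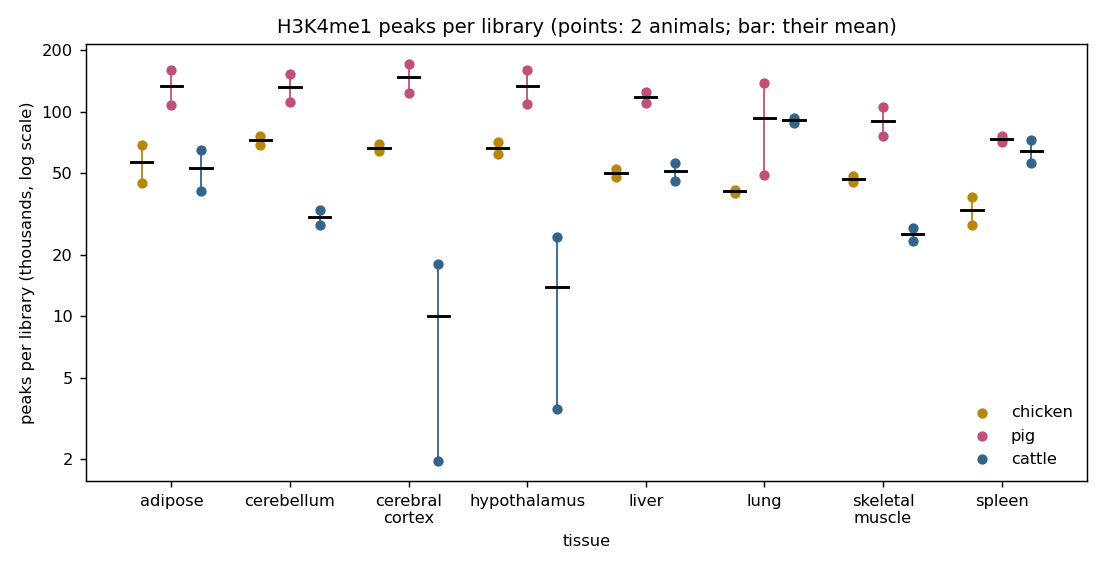
Peaks per library (in units of 1000, log scale) by tissue and species. Each point is 1 animal and each bar the mean of 2 animals.

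The first question was whether the 3 species differed in the number, total length and width of peaks across the same tissues. Tissue means were compared between species with a two-sided sign-flip test over the 8 tissues, whose smallest possible p is 0.0078125, and p-values were adjusted over the 3 species pairs. Averaged over tissues, a library held 54140 ± 13856 peaks in chicken, 115246 ± 26345 in pig and 42391 ± 27609 in cattle (SD over 8 tissues). The mean log2 ratio of peak number, chicken over pig, was −1.10 (SD 0.14 over tissues, exact p = 0.0078125, adjusted p = 0.0117), a difference of 2.14 times, and chicken was lower in 8 of 8 tissues. Cattle over pig gave −1.73 (SD 1.35, exact p = 0.0078125, adjusted p = 0.0117), a difference of 3.33 times, again lower in 8 of 8 tissues. For chicken over cattle the ratio was 0.64 (SD 1.41, exact p = 0.227, adjusted p = 0.227), and 5 of 8 tissues were higher in chicken. Counting only peaks with a −log10 q of 5 or more moved the chicken ratios most. The chicken lists have another layout, so this cutoff may not stand for the same peak strength in chicken and the mammals. The chicken over pig ratio became −5.58 (adjusted exact p = 0.0156). The chicken over cattle ratio reversed to −3.79 (adjusted exact p = 0.0156), with 1 of 8 tissues higher in chicken. The cattle over pig ratio moved most without cattle M08, to −2.21 (adjusted exact p = 0.0117).

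Peaks covered 118.8 ± 48.3 Mb per library in chicken, 75.6 ± 20.1 Mb in pig and 24.4 ± 18.3 Mb in cattle (SD over 8 tissues). These lengths were 11.3%, 3.08% and 0.921% of the sequence up to the last peak, which spanned 1052, 2452 and 2645 Mb. The log2 ratio of covered length, chicken over pig, was 0.57 (SD 0.39, exact p = 0.0156, adjusted p = 0.0156), a difference of 1.49 times, with 7 of 8 tissues higher in chicken. Chicken over cattle gave 2.59 (SD 1.93, exact p = 0.0078125, adjusted p = 0.0156), or 6.04 times, in 8 of 8 tissues. Cattle over pig gave −2.02 (SD 1.64, exact p = 0.0156, adjusted p = 0.0156), or 4.06 times lower, with 1 of 8 tissues higher in cattle. The stricter threshold reversed the chicken ratios to −3.22 over pig (adjusted exact p = 0.0234, 0 of 8 tissues higher in chicken) and to −1.07 over cattle (adjusted exact p = 0.516, 4 of 8 tissues higher in chicken). The chicken over pig ratio was also not past the threshold when peaks within 1000 bp were joined (0.34, adjusted exact p = 0.0547), without chicken B (0.37, adjusted exact p = 0.109) or without pig P348 (0.52, adjusted exact p = 0.0625).

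The median peak width per library averaged 1137 ± 177 bp in chicken, 448 ± 40.5 bp in pig and 438 ± 147 bp in cattle (SD over 8 tissues). Log2 ratios of width were 1.33 for chicken over pig (SD 0.18, 2.52 times) and 1.42 for chicken over cattle (SD 0.51, 2.67 times). Chicken peaks were wider in 8 of 8 tissues against each mammal (exact p = 0.0078125, adjusted p = 0.0117 for both). Cattle over pig gave −0.08 (SD 0.48, exact p = 0.680, adjusted p = 0.680), with 3 of 8 tissues higher in cattle. With at most the 20000 peaks of highest −log10 q in each list, that ratio became −0.93 (adjusted exact p = 0.0391), with 2 of 8 tissues higher in cattle. The cattle lists of cerebral cortex M08 (18013 peaks), cerebral cortex M22 (1950) and hypothalamus M22 (3526) are shorter than that. They entered whole, so their peaks were not selected by rank. Joining peaks within 1000 bp, an alternative chosen after the data were seen, lowered the chicken over pig ratio to 0.74 (adjusted exact p = 0.0117), still in 8 of 8 tissues.

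Whether tissues of a species differed in peak number was tested with the ratio of between-tissue to within-tissue variance of log2 peak number. One-sided p-values came from 100000 permutations of the tissue labels, with a smallest possible p of 1e-05. In chicken this ratio was 7.09 (permutation p = 0.00474, adjusted p = 0.0142), with 2.19 times more peaks in cerebellum than in spleen. The pig ratio was 1.26 (permutation p = 0.368, adjusted p = 0.368), with 2.01 times more peaks in cerebral cortex than in spleen, and it was 2.47 (permutation p = 0.140, adjusted p = 0.140) without lung P348. The cattle ratio was 3.24 (permutation p = 0.0678, adjusted p = 0.102), with 9.11 times more peaks in lung than in cerebral cortex. The SD between animals on the log2 scale was 0.21 in chicken, 0.47 in pig and 1.09 in cattle, and a difference between species in this ratio was not tested. The chicken ratio moved most under the stricter threshold, to 1.73 (adjusted permutation p = 0.354), and it was 5.64 (adjusted permutation p = 0.0650) without spleen A. With the animal as a block the cattle ratio was 3.33 (adjusted permutation p = 0.00024). The 2 shortest cattle lists came from the same animal and could not fall into 1 tissue when labels were permuted within animals.

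The 3 brain tissues (cerebellum, cerebral cortex and hypothalamus) were next compared with the other 5 tissues by a two-sided exact test over the 56 choices of 3 tissues from 8, whose smallest possible p is 0.0179. Brain lists held more peaks than the others in chicken, with geometric means of 68387 and 44414 (log2 difference 0.62, exact p = 0.0357, adjusted p = 0.0536, 1.54 times). The pig means were 135795 in brain and 96252 elsewhere (log2 difference 0.50, exact p = 0.0536, adjusted p = 0.0536, 1.41 times). Cattle went the other way, with 11848 peaks in brain and 52094 elsewhere (log2 difference −2.14, exact p = 0.0357, adjusted p = 0.0536, 4.4 times). None of the 3 was past the threshold after adjustment. The brain difference itself was then compared between species by choosing the same 3 tissues in both. It was 2.76 larger on the log2 scale in chicken than in cattle (exact p = 0.0179, adjusted p = 0.0268), and cattle minus pig gave −2.63 (exact p = 0.0179, adjusted p = 0.0268). Chicken minus pig gave 0.13 (exact p = 0.232, adjusted p = 0.232). The stricter threshold moved the chicken minus cattle difference most, to 4.39 (adjusted exact p = 0.161), and gave −2.70 for cattle minus pig (adjusted exact p = 0.0536). The 2 short M22 lists carried much of the cattle value: without M22 the cattle difference was −1.07 (adjusted exact p = 0.0714), and without M08 it was −3.20. Without M22, chicken minus cattle was 1.70 and cattle minus pig −1.57 (adjusted exact p = 0.0536 for both). Cattle minus pig was also not past the threshold without pig P348 (−2.26, adjusted exact p = 0.0536). The pig difference was 0.13 without P348 and 0.87 without P350, the latter with an adjusted exact p = 0.0357. Chicken minus pig reversed to −0.24 without pig P350 and to −0.09 without chicken A.

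The agreement between the 2 animals was measured as the Pearson correlation of the covered share of 1000 bp bins, over 1052349 bins in chicken, 2452317 in pig and 2645191 in cattle. One-sided exact p-values were taken over the 40320 ways to match the tissues of one animal to those of the other. Same-tissue pairs correlated at 0.620 ± 0.172 in chicken and different-tissue pairs at 0.466 ± 0.110 (SD over pairs), a difference of 0.154 (exact p = 9.92e-05, adjusted p = 0.000149). In pig the values were 0.664 ± 0.164 and 0.451 ± 0.140, a difference of 0.213 (exact p = 0.000174, adjusted p = 0.000174). In cattle they were 0.525 ± 0.333 and 0.165 ± 0.128, a difference of 0.360 (exact p = 4.96e-05, adjusted p = 0.000149). With the Jaccard index in place of the correlation the cattle difference moved most, to 0.221 (adjusted exact p = 0.000149). The stricter threshold moved the chicken difference to 0.080 (adjusted exact p = 0.0717). Same-tissue correlations ranged from 0.437 (lung) to 0.856 (liver) in chicken and from 0.438 (cerebellum) to 0.873 (liver) in pig. They ranged from 0.0280 (hypothalamus) to 0.949 (skeletal muscle) in cattle. Of 16 libraries, 8 in chicken, 10 in pig and 12 in cattle were nearest to their own tissue among the libraries of the other animal. The highest correlation of 2 different tissues across animals was 0.752 in chicken and 0.828 in pig. No 2 lists of a species were copies of each other, since the highest share of covered bases in common, as a Jaccard index, was 0.682 in chicken, 0.560 in pig and 0.722 in cattle.

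**Figure D2:**
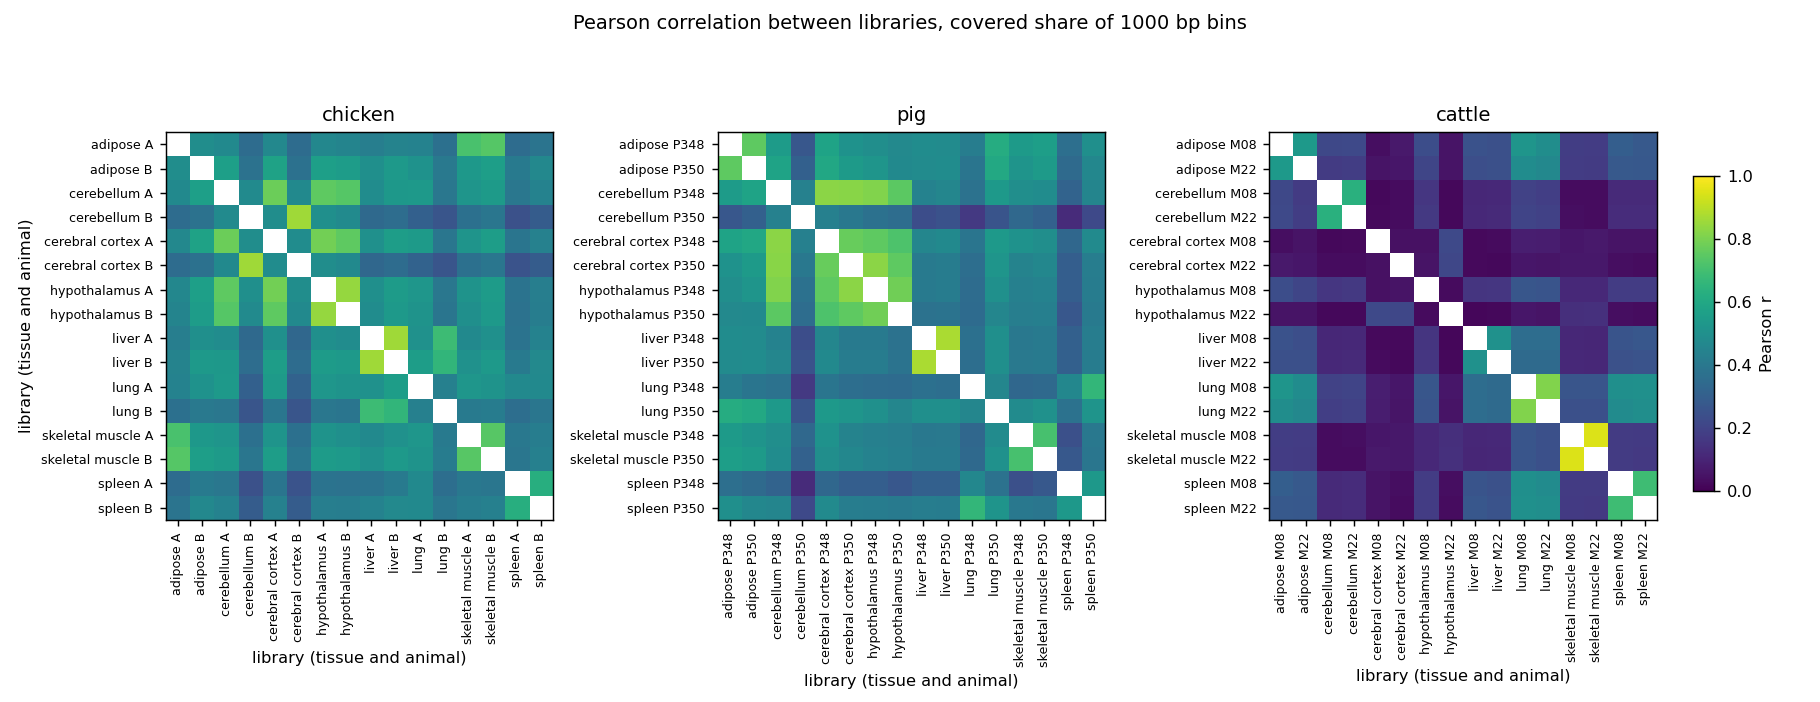
Pearson correlation of the covered share of 1000 bp bins (color, 0 to 1) between the 16 libraries of each species, named by tissue and animal. Cells on the diagonal are left white.

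Whether brain tissues resembled each other more than they resembled the other tissues was tested by the mean correlation between different brain tissues minus that between brain tissues and the other 5. One-sided exact p-values were taken over the same 56 choices. In chicken the means were 0.631 between brain tissues and 0.435 between brain and other tissues, a difference of 0.196 (exact p = 0.0179, adjusted p = 0.0268). In pig they were 0.653 and 0.413, a difference of 0.239 (exact p = 0.0179, adjusted p = 0.0268). In cattle they were 0.0843 and 0.103, a difference of −0.0185 (exact p = 0.464, adjusted p = 0.464). Differences between species in this quantity were not tested. Leaving out 1 pig moved the values most, to 0.368 without P350 (adjusted exact p = 0.0268) and to 0.111 without P348 (adjusted exact p = 0.134). The stricter threshold gave 0.127 in chicken (adjusted exact p = 0.0804) and 0.235 in pig (adjusted exact p = 0.0536). The cattle difference was 0.00985 without M08. Among the cattle brain lists, cerebral cortex M22 (1950 peaks) and hypothalamus M22 (3526) are short, and cerebral cortex M08 is doubted below. The cattle values therefore do not show that cattle brain tissues are unlike each other.

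The next question was how many regions carried the mark in a single tissue and how many in all 8. A region was a merged stretch of peaks that held peaks of both animals of a tissue, merged again across tissues. Chicken had 55584 such regions, of which 24035 (43.2%) were found in 1 tissue and 6598 (11.9%) in all 8. Pig had 153171 regions, of which 78716 (51.4%) were found in 1 tissue and 5146 (3.36%) in all 8. Cattle had 83012 regions, of which 52979 (63.8%) were found in 1 tissue and 0 in all 8. Only 296 cattle regions were found in both animals in cerebral cortex and 268 in hypothalamus, and these tissues set the limit on the last count. With the peaks of each animal taken alone, the single-tissue share was 42.3 ± 0.998% in chicken, 55.9 ± 3.13% in pig and 69.3 ± 0.733% in cattle (SD, n = 2). The share in all 8 tissues was 9.01 ± 0.546%, 3.12 ± 0.245% and 0.0460 ± 0.0494% in the same order (SD, n = 2). The stricter threshold moved the chicken shares most, to 71.9% in 1 tissue and 0.0279% in all 8. In chicken the median width was 1368 bp for regions of 1 tissue and 12936.5 bp for regions of all 8, and in pig it was 681 and 4569 bp. The median width of cattle regions of 1 tissue was 692 bp.

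Among single-tissue regions, hypothalamus held 9034 (37.6%) and liver 8324 (34.6%) of those in chicken. Of these hypothalamus regions, 6851 (75.8%) overlapped a peak in at least 1 of the 4 chicken cerebellum and cerebral cortex lists without forming a region of either tissue. The animals correlated at 0.477 in chicken cerebellum and 0.486 in cerebral cortex against 0.841 in hypothalamus, so the hypothalamus share rests on these pairs. Liver held 27048 (34.4%) of those in pig and lung 17393 (32.8%) of those in cattle. The share of peaks of a list that overlapped a peak of the same tissue in the other animal was 89.97% for chicken liver A and 73.4% for chicken liver B. It was 84.2% and 83.6% for cattle skeletal muscle M08 and M22. For cattle hypothalamus it was 1.15% in M08 and 7.71% in M22.

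**Figure D3:**
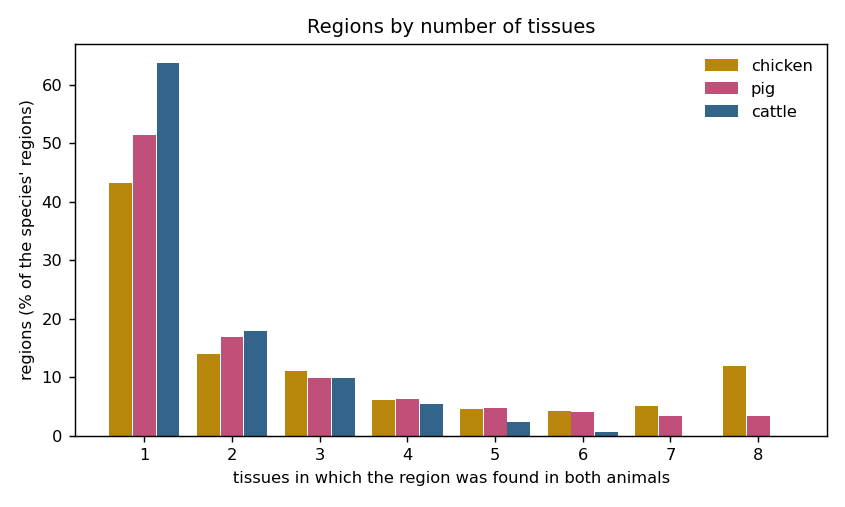
Percent of regions by the number of tissues, from 1 to 8, in which a region was found in both animals. Bars are for chicken, pig and cattle.

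Peak density on the sex chromosome that males share with females was compared with that on the autosomes, per tissue, by the two-sided sign-flip test over 8 tissues. Male birds carry a pair of Z chromosomes, whereas male mammals carry a single X. The mean density was 37.3 ± 10.3 peaks per Mb on chicken Z and 53.2 ± 13.6 on the autosomes (SD over 8 tissues), with a log2 ratio of −0.52 ± 0.09 and 1.44 times fewer peaks. On pig X it was 12.5 ± 4.37 against 49.7 ± 11.3, with a log2 ratio of −2.04 ± 0.33 and 4.10 times fewer peaks. On cattle X it was 2.87 ± 2.39 against 16.9 ± 11, with a log2 ratio of −2.74 ± 1.35 and 6.69 times fewer peaks. The ratio was negative in 8 of 8 tissues of each species (exact p = 0.0078125, adjusted p = 0.0078125 for each). Tissue values ran from −0.64 (spleen) to −0.36 (liver) in chicken and from −2.48 (skeletal muscle) to −1.56 (liver) in pig. In cattle they ran from −4.87 (cerebellum) to −0.81 (skeletal muscle). The next value after muscle was −1.20 in cerebral cortex, and lists of both tissues are doubted below. The remaining cattle tissues lay between −4.87 and −2.37 (lung), so the cattle spread may not be one of the mark alone. The stricter threshold moved the ratio most in chicken, to −1.26 (adjusted exact p = 0.0078125). Differences between the species in this ratio were not tested.

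**Figure D4:**
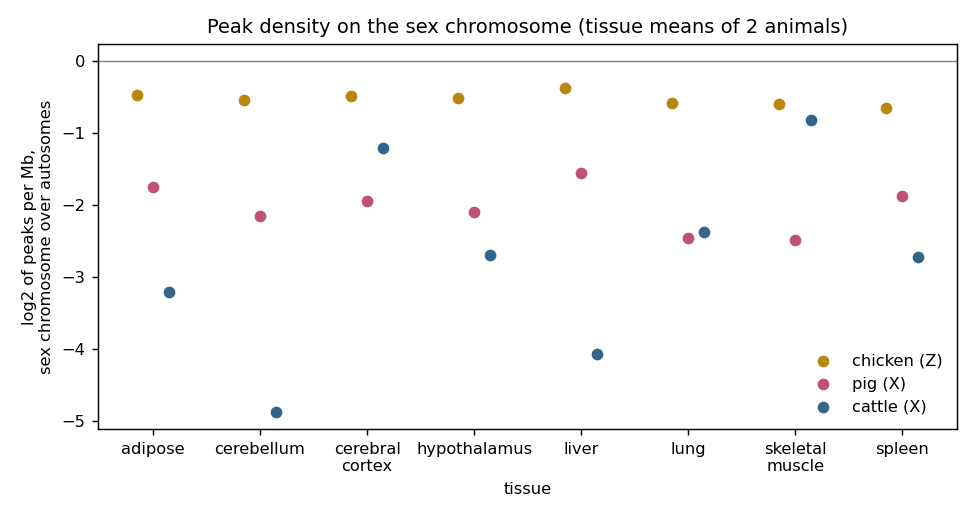
Log2 ratio of peaks per Mb on the sex chromosome (Z in chicken, X in pig and cattle) to that on the autosomes, by tissue. Each point is the mean of 2 animals.

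The relation of peak density to chromosome length was measured across the autosomes of each species, which are not independent replicates. Two-sided p-values came from 100000 permutations of the densities among chromosomes. Across 32 chicken autosomes the correlation of mean peaks per Mb with log10 length was r = −0.405 (permutation p = 0.0211, adjusted p = 0.0316) and rho = −0.505 (permutation p = 0.00356, adjusted p = 0.0107). Across 18 pig autosomes it was r = −0.280 (permutation p = 0.265) and rho = −0.168 (permutation p = 0.502). Across 29 cattle autosomes it was r = −0.444 (permutation p = 0.0146, adjusted p = 0.0316) and rho = −0.430 (permutation p = 0.0213, adjusted p = 0.0320). Without the 2 chromosomes farthest in Mb from the median length, r was −0.321 in chicken (adjusted permutation p = 0.126), −0.202 in pig and −0.396 in cattle (adjusted permutation p = 0.115). There rho was −0.455 in chicken (adjusted permutation p = 0.0361), −0.0235 in pig and −0.399 in cattle (adjusted permutation p = 0.0581). The stricter threshold moved the chicken value most, to r = −0.743 (permutation p = 1e-05, the smallest possible). With the covered share of each chromosome in place of peaks per Mb, r was −0.339 in chicken (adjusted permutation p = 0.0848) and −0.431 in cattle (adjusted permutation p = 0.0547), while rho was −0.413 and −0.401 (adjusted permutation p = 0.0481 for both). The lowest mean density in chicken was 7.16 peaks per Mb, on chromosome 31. The highest was 108.0 peaks per Mb on chicken chromosome 28, 95.7 on pig chromosome 12 and 41.7 on cattle chromosome 19.

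**Figure D5:**
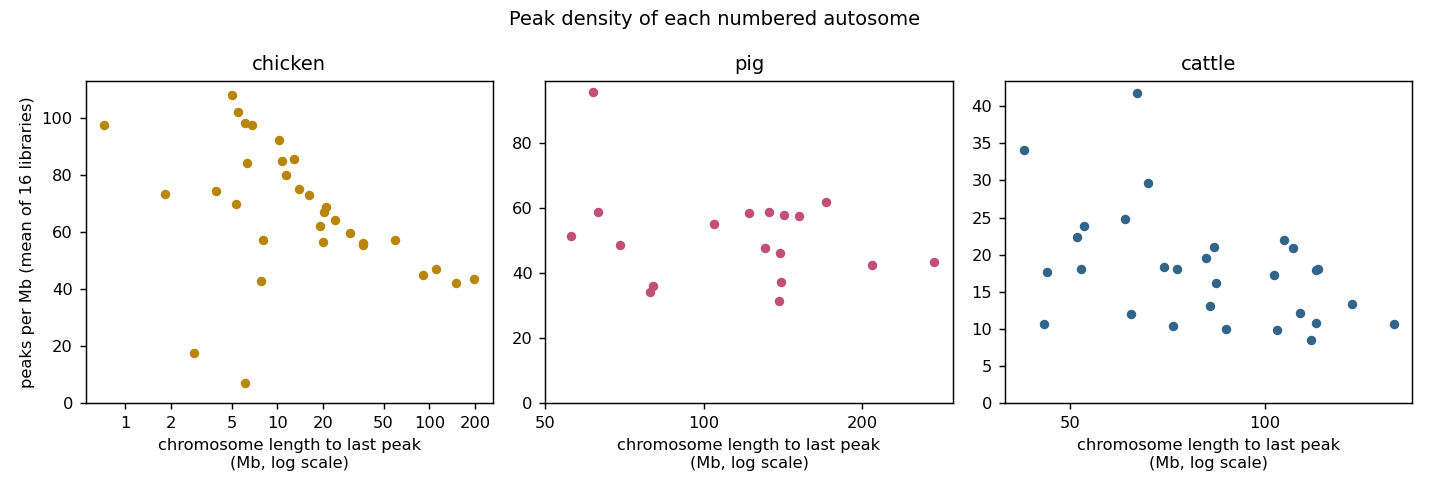
Mean peaks per Mb against chromosome length (Mb up to the last peak, log scale) in chicken, pig and cattle. Each point is 1 autosome, averaged over 16 libraries.

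Single regions were named by a rule set in advance: the widest stretch covered by a peak in all 16 libraries of a species, and the region of highest mean rank of −log10 q among those found in both animals in liver, or in skeletal muscle, and in no library of another tissue. In chicken, 7162 stretches with a total of 4512 kb were covered in all 16 libraries, and the widest ran from 18655529 to 18670935 on chromosome 11 (galGal6, 15407 bp). In pig there were 3638 such stretches with a total of 754 kb, and the widest ran from 93583882 to 93586491 on chromosome 4 (Sscrofa11.1, 2610 bp). Cattle had 0. Without chicken spleen A, the library with the fewest peaks, another stretch of 17565 bp was widest. Without pig lung P348, a stretch of 2804 bp on another chromosome was.

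The liver-only region of highest rank in chicken lay at 100801255 to 100802950 on chromosome 2 (galGal6), among 2355 regions, with −log10 q values of 6.68 and 12.1 and a mean percentile of 92.3. In pig it lay at 9951125 to 9951819 on chromosome 9 (Sscrofa11.1), among 15916 regions, with values of 111.7 and 49.4 and a mean percentile of 99.9. In cattle it lay at 33264137 to 33265544 on chromosome 24 (ARS-UCD1.2), among 5183 regions, with values of 14 and 13.5 and a mean percentile of 99.6. The muscle-only region of highest rank in chicken lay at 37469003 to 37469989 on chromosome 2, among 277 regions, with values of 2.48 and 4.15 and a mean percentile of 91.2. In pig it lay at 184117483 to 184118655 on chromosome 1, among 2933 regions, with values of 17.9 and 21.1 and a mean percentile of 98.7. In cattle it lay at 108511599 to 108512894 on chromosome 7, among 1807 regions, with values of 122.2 and 195.8 and a mean percentile of 99.8. The rule left out chicken regions with a peak in adipose A or lung B, which are doubted below. Adipose A held 69.3% of 1152 chicken muscle regions absent from all tissues but adipose. Lung B held 44.8% of 4393 chicken liver regions absent from all tissues but lung. The chicken counts and named regions therefore depend on these lists.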

Values the study reported

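The study reported that some epigenetic signal, as a chromatin state in 1 or more tissues, was annotated over 53% of the genome in chicken, 40% in pig and 31% in cattle. That share joins several marks and all tissues.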

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

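The tests of list depth and of background in the short M22 lists were chosen only after the result was seen, as was the use of the cattle difference without M22, an alternative listed beforehand, to test these lists; the test of reads shared between copies of a sequence was chosen before and was limited to unplaced sequences after.

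The brain difference in peak number was 2.76 higher on the log2 scale in chicken than in cattle, and −2.63 for cattle minus pig. Both were singled out because a permutation test of the difference itself passed the threshold (adjusted exact p = 0.0268 for each). On average over tissues, though not for every tissue, brain lists were longer than the others in chicken and pig and shorter in cattle. Much of the cattle value came from 2 lists of M22, with 1950 peaks in cerebral cortex and 3526 in hypothalamus.

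The tables argue against a lower depth of the same signal as the whole cause of the short M22 lists. At low depth the strongest peaks would remain, but 12.3% of the cerebral cortex M22 peaks and 5.25% of the hypothalamus M22 peaks lay on unplaced sequences. Among as many of the strongest peaks of the other 14 cattle lists, the highest shares were 0.923% and 1.02%. Background in place of the mark is a hypothesis prompted by the unplaced peaks. They made up 5.25% or more of both lists, against at most 0.279% of all peaks in the other 14 lists. Most peaks of both lists lay on placed sequences, so these shares do not test it for the lists as a whole. Of the cerebral cortex M22 peaks, 84.3% lay in lists of other tissues, and of the hypothalamus M22 peaks 85.3%. Only 346132 of the 2645191 cattle bins of 1000 bp held a peak in any list. Background scattered at random is therefore argued against as the whole cause. Background that recurs at the same places stays open, since such overlap does not separate it from the mark. A lower depth together with background stays open. In the M08 list of the same tissue lay 15.2% of the cerebral cortex M22 peaks and 7.71% of the hypothalamus M22 peaks. These M08 lists covered 0.2598% and 0.4385% of the genome, so both overlaps were far above those covered shares. That also goes against scattered background as the whole cause, and does not separate recurring background from the mark. Both overlaps were below the 31.1% or more in the lists of the other 6 tissues, which does not say which of the lists is at fault.

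With M08 alone the cattle difference was −1.07 (adjusted exact p = 0.0714), of the same sign and not past the threshold. Without M22, chicken minus cattle was 1.70 and cattle minus pig −1.57 (adjusted exact p = 0.0536 for both), and without pig P348 cattle minus pig was −2.26 (adjusted exact p = 0.0536). The short lists and a difference between species cannot be told apart with 2 animals, since the value without M22 rests on 1 animal, M08. The cerebral cortex list of M08 is itself in doubt, since another target and an exchange with hypothalamus stay open for it. A biological difference between the brains of the species stays open and untested, as do the layout and threshold of the chicken lists, which differ from those of cattle.

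On the Y chromosome of pig, whose peaks were part of the totals but of no comparison of their own, 351 peaks were listed over 16 of 16 libraries, with 6 to 42 per library. This signal was singled out because no comparison addressed it and it lies above a count of 0. The mean was 0.551 peaks per Mb up to the last Y peak, at 39.8 Mb. The animals were males by their labels, so a Y chromosome is present. Whether the peaks mark Y sequence or X sequence aligned to it was not tested. In chicken, whose males carry no W, 1 peak was listed on W.

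In cattle, 15 peaks lay on the mitochondrial genome, which carries no histones. There were 5 in each of 3 libraries: cerebral cortex M22, lung M08 and lung M22. They were part of the totals, and were singled out as signal in a sequence that no comparison addressed. No explanation was tested for these 15 peaks. The short M22 lists also held many peaks on unplaced sequences, where reads shared between copies of a sequence might place peaks that recur between libraries. Of the 240 unplaced peaks of cerebral cortex M22, 37.5% lay in the hypothalamus M22 list, and 51.4% of 185 did in the reverse direction. Peaks on placed sequences did so at 13.7% and 6.97%. Recurrence at the same place would also follow from background of any other origin in these sequences, so the explanations cannot be told apart for the unplaced peaks. No biological explanation was tested.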

How the results depend on the processing

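Joining peaks within 1000 bp, and both alternatives for the widest stretch, were chosen only after the data were seen; the others had been listed beforehand. Of 211 values under an alternative, 158 kept their direction and their side of the threshold or moved by less than the spread between animals. A further 18 were weaker, that is in the same direction but no longer past the threshold whatever their size, 3 were stronger, that is now past it, 26 moved and 6 reversed. Direction and side of the threshold were kept by all 12 values of sex chromosome density, 26 of 27 for peak number by species, 23 of 24 for width and 14 of 15 for concordance, though sizes changed, as for chicken over pig in peak number (−5.58 under the stricter threshold). Where no construction is named, the cause was not tested.

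Under a −log10 q of 5 or more, chicken over cattle reversed for peak number (−3.79), and chicken over pig (−3.22) and chicken over cattle (−1.07) reversed for covered length. Between 0.0708% and 44.8% of the peaks of a chicken list reach that value, against 53.6% or more in the mammals. Whether the value means the same in both layouts is not known, so these reversals may not come from a like threshold. The chicken tissue ratio fell to 1.73, chicken concordance to 0.080, and brain similarity to 0.127 in chicken and 0.235 in pig, all weaker. The pig similarity kept the smallest possible exact p (0.0179), and its side changed only through the adjustment, as the chicken p rose. The brain difference in peak number was larger in size but not past the threshold at 4.39 for chicken minus cattle (adjusted exact p = 0.161) and at −2.70 for cattle minus pig (adjusted exact p = 0.0536). Cattle minus pig also kept the smallest possible exact p (0.0179), and its side changed only through the adjustment, as the chicken minus cattle p rose. Single-tissue regions made up 71.9% in chicken. Regions of all tissues made up 0.0279% in chicken and 2.34% in pig. The widest stretch in all chicken libraries was 1890 bp.

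With at most the 20000 highest peaks per list, the width ratio of cattle over pig was stronger at −0.93. For this ratio and the cattle share below, the lists of cerebral cortex M08 (18013 peaks), cerebral cortex M22 (1950) and hypothalamus M22 (3526) entered whole. Single-tissue shares moved to 57.4% in pig and 73.1% in cattle, and all-tissue shares to 7.58% in chicken and 0.904% in pig. A reciprocal overlap of 50% gave single-tissue shares of 52.9%, 60.0% and 70.3% in chicken, pig and cattle, and all-tissue shares of 0.882% in chicken and 0.112% in pig. With 1000 bp bins the single-tissue share was 76.3% in cattle, and the all-tissue shares were 1.88% in chicken and 0.573% in pig. Joined peaks made covered length weaker for chicken over pig, at 0.34. With the covered share of a chromosome, r with log10 length was weaker at −0.339 in chicken and −0.431 in cattle, and rho stayed past the threshold at −0.413 and −0.401. Without the 2 chromosomes farthest from the median length r was weaker at −0.321 and −0.396, with fewer chromosomes tested by construction, and rho was −0.455 in chicken, past the threshold, and −0.399 in cattle, not past it.

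With the replicate block, that is the animal as a paired factor, the tissue ratio in cattle was stronger at 3.33, since the 2 short lists of 1 animal cannot meet in a tissue by construction. The block gave 7.20 in chicken and 1.35 in pig, on the same side of the threshold. Brain similarity among pairs of libraries of the same animal was 0.254 in chicken, 0.239 in pig and −0.0207 in cattle. None of these similarity values changed side.

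Leaving out 1 animal in turn gave 0.37 to 0.77 for covered length of chicken over pig, weaker without chicken B (0.37) and without pig P348 (0.52). For the brain difference in peak number it gave 0.13 to 0.87 in pig (stronger without P350, 0.87), 1.70 to 3.82 for chicken minus cattle, −3.69 to −1.57 for cattle minus pig and −0.24 to 0.50 for chicken minus pig, which reversed at −0.24 without pig P350 and at −0.09 without chicken A. Chicken minus cattle was weaker without M22 (1.70), and cattle minus pig without M22 (−1.57) and without P348 (−2.26). Brain similarity ran from 0.111 (without P348, weaker) to 0.368 (without P350) in pig and from −0.0512 to 0.00985 in cattle, where it reversed without M08. Single-tissue shares ran from 41.6% to 43.0% in chicken, 53.7% to 58.1% in pig and 68.8% to 69.8% in cattle. All-tissue shares ran from 8.63% to 9.40%, from 2.95% to 3.30% and from 0.0111% to 0.0810%. Without chicken spleen A the chicken tissue ratio was weaker at 5.64 and the widest stretch was 17565 bp. Without pig lung P348 the pig tissue ratio was 2.47, on the same side of the threshold as 1.26, and the widest pig stretch was 2804 bp.

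Alternatives for the position of regions relative to transcription starts and for marker genes were not run, because those results were not run, and leaving out whole tissues was not run. Cattle had no widest stretch to vary. Since read counts per library were not used here, a short list cannot be read as little of the mark.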

Other observations

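The tests of peaks found only under 1 tissue label, of the best matching of tissues, of exchanged labels and of a difference between animals in the chicken and pig brain, of a wrong label in cattle cerebral cortex M08, of points within 1000 bp of peak centres and of the calling mode were chosen only after the result was seen; the other tests were chosen before.

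Of 16 libraries, 8 in chicken, 6 in pig and 4 in cattle were nearest to another tissue among the libraries of the other animal. For chicken and pig, unequal list length as the cause is argued against, since with 20000 peaks kept in each list 8 of 16 chicken libraries and 10 of 16 pig libraries were nearest to their own tissue, as many as with all peaks. It was not tested for the 4 cattle libraries, of which 3 hold fewer than 20000 peaks. A second measure took the peaks that, among the remaining libraries, were found only in the other animal's list of a tissue, and asked whether the share of them lying in the library of that tissue, per Mb that the library covers, was higher than in any other library of its animal. This held for 9 of 16 libraries in chicken, 9 in pig and 13 in cattle. It failed also for libraries nearest to their own tissue, such as pig hypothalamus P350 (0.309% per Mb against 0.339% in cerebral cortex P350). Failing it is therefore weak evidence of a wrong label. Chicken skeletal muscle A (0.354% against 0.542% in adipose A) and chicken liver B (0.532% against 0.606% in lung B) failed too. Adipose A and lung B are doubted below, so these failures do not show that the measure fails for sound libraries. A further measure was the matching of tissues between animals with the highest sum of correlations, with all peaks and with 20000 peaks per list. Where that matching exchanged 2 tissues, the partner was compared with the other animal's lists of its own and of the exchanged tissue, and a difference above the SD of same-tissue correlations (0.172 in chicken, 0.164 in pig) was taken as deciding. That bar was set after these correlations had been seen.

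Chicken adipose A correlated at 0.738 with skeletal muscle B and at 0.490 with adipose B, and the 2 skeletal muscle lists correlated at 0.741. Of the peaks found otherwise only in adipose B, adipose A held 0.0398% per Mb covered and cerebral cortex A 0.0380%, too close to decide on a wrong tissue label. Adipose A held 69.3% of the regions found only in skeletal muscle, against 20.5% in adipose B, a value that muscle mixed into the sample and a wrong label both predict. Either could be the cause, and they cannot be told apart. In the best matching, adipose A and skeletal muscle A were exchanged. An exchange of these 2 labels is argued against, since skeletal muscle A correlated at 0.741 with its own tissue in B and at 0.532 with adipose B, a difference of 0.209. A difference between the animals stays open and untested.

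Chicken lung B correlated at 0.686 with liver A and at 0.437 with lung A. Of the peaks found otherwise only in lung A, lung B held 0.0517% per Mb covered and adipose B 0.130%, which does not decide on a wrong label. Lung B held 44.8% of the regions found only in liver, against 2.60% in lung A, and liver mixed into the sample and a wrong label cannot be told apart on that value. Either could be the cause. Pig lung P348 correlated at 0.664 with spleen P350 and at 0.459 with lung P350. Of the peaks found otherwise only in lung P350, lung P348 held 0.0962% per Mb covered and spleen P348 0.104%, too close to decide. Lung P348 held 37.0% of the regions found only in spleen, against 14.3% in lung P350. In the best matching, lung P348 and spleen P348 were exchanged. Spleen P348 correlated at 0.533 with spleen P350, its nearest, and at 0.377 with lung P350. The difference of 0.156 points against an exchange but lies just under the SD, so it does not exclude one. Spleen P348 is also a weak reference. Its highest −log10 q was 445.2, against at most 121.4 in the other pig lists. Spleen mixed into the sample, a wrong label and an exchange cannot be told apart. A difference between the animals stays open and untested in both.

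Pig cerebellum P348 correlated at 0.823 with cerebral cortex P350 and at 0.438 with cerebellum P350. In the best matching, cerebellum P348 and cerebral cortex P348 were exchanged. An exchange of these 2 labels is argued against by the correlations of cerebral cortex P348 with lists of P350. They were 0.767 with cerebral cortex P350, its nearest among these, and 0.436 with cerebellum P350, a difference of 0.331. Cerebral cortex P348 was nearer still to cerebellum P348 of its own animal, at 0.827. A wrong label without a partner and a mixed sample cannot be told apart here and either could apply. Of the peaks found otherwise only in cerebellum P350, cerebellum P348 held 0.0398% per Mb covered and hypothalamus P348 0.0328%, too close to decide. Cerebellum P348 held 56.03% of the regions found only in cerebral cortex, against 33.8% in cerebellum P350. A difference between the animals stays open and untested.

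In chicken, cerebellum A and B correlated at 0.477 and cerebral cortex A and B at 0.486, whereas cerebellum A correlated at 0.777 with cerebral cortex A and cerebellum B at 0.856 with cerebral cortex B. A difference between the animals as a whole is argued against: hypothalamus B correlated at 0.738 or more with the cerebellum and cerebral cortex of A and at most at 0.479 with those of B. As a hypothesis, the labels of 1 cerebellum and 1 cerebral cortex list could have been exchanged between animals, which would make 0.777 the lower same-tissue correlation. That value prompted the hypothesis and does not test it. Joint handling of both tissues of an animal would also pair them within animals, and it cannot be told apart from an exchange, since no batch is labelled.

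The 2 cattle skeletal muscle lists correlated at 0.949 and differed from other cattle lists in the profile of peaks around their centres. The hypothesis that another mark was precipitated predicts that peaks of other tissues lie beside the centres of the muscle peaks and not on them. The ratio of the share of lists of other tissues covering the centre to that covering points 1000 to 2000 bp away was 1.34 and 1.23, below the 1.59 to 4.79 of the other 13 lists and not under 1. At nearer points, 250 to 1000 bp away, the lowest ratio was 0.876 in M22, a dip, and 0.9996 in M08, which was flat, against 1.09 or more in the other 13 lists. The near points in M22 go with another target and the farther points and M08 do not decide, so it might still apply. Muscle biology common to the species is argued against, since the ratios in pig skeletal muscle were 2.06 and 2.101, within the 1.41 to 2.42 of the other pig lists, with a lowest ratio at the nearer points of 1.18. The 1.41 was that of spleen P348, itself unlike the other pig lists, and the next lowest was 1.92 in cerebellum P350. In median −log10 q the muscle lists (20.9 in M08 and 41.8 in M22) and cerebral cortex M08 (26.5) stood far above the other 13 lists (5.08 to 7.26). These lists thus stand apart in peak strength too, which does not by itself name the target. The list of cerebral cortex M08 had a ratio of 1.99 at the farther points, within the range of the other 13 lists, and of 0.969 at 250 bp, below them, so another target cannot be told apart from the mark there either. A label taken from one of the other 6 tissues is argued against as the sole cause, because its highest correlation with their lists was 0.0831, against 0.508 or more between the animals within those tissues. An exchange with hypothalamus stays open: the correlation with hypothalamus M22 was 0.222, its highest, and matching these lists to each other was part of the best matching of tissues. That list is short and correlated at 0.0280 with hypothalamus M08, so it is a weak reference. Biology of cattle muscle alone stays open and untested.

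Peaks were sparser on X than on autosomes in pig and cattle males. A lower signal from a single copy could hide weak peaks, and those that remain would then rank low. The median percentile of X peaks within their list averaged 41.7 ± 7.88 in cattle and 39.1 ± 5.64 in pig (SD over 8 tissues), under 50 in 7 of 8 tissues of each. On chicken Z, present as a pair, it was 44.9 ± 0.791 and under 50 in 8 of 8. A low rank was therefore not specific to a single copy, and a single copy and a lower density of the mark cannot be told apart.

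Chicken peaks were wider than those of the mammals. The calling mode of the files might give this, and joining peaks within 1000 bp in all lists lowered the log2 width ratio of chicken over pig from 1.33 to 0.74 and left chicken wider in 8 of 8 tissues. Joining does not replace calling all lists alike, so mode and species cannot be told apart. A biological difference stays open and untested.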
